# Genome-wide analysis of the MADS-box gene family involved in salt and waterlogging tolerance in barley (*Hordeum vulgare* L.)

**DOI:** 10.3389/fpls.2023.1178065

**Published:** 2023-05-09

**Authors:** Feifei Wang, Zhenxiang Zhou, Liang Zhu, Yangyang Gu, Baojian Guo, Chao Lv, Juan Zhu, Rugen Xu

**Keywords:** MADS-box, barley, salt stress, waterlogging stress, protein-protein interaction

## Abstract

MADS-box transcription factors are crucial members of regulatory networks underlying multiple developmental pathways and abiotic stress regulatory networks in plants. Studies on stress resistance-related functions of MADS-box genes are very limited in barley. To gain insight into this gene family and elucidate their roles in salt and waterlogging stress resistance, we performed genome-wide identification, characterization and expression analysis of MADS-box genes in barley. A whole-genome survey of barley revealed 83 MADS-box genes, which were categorized into type I (Mα, Mβ and Mγ) and type II (AP1, SEP1, AGL12, STK, AGL16, SVP and MIKC*) lineages based on phylogeny, protein motif structure. Twenty conserved motifs were determined and each *HvMADS* contained one to six motifs. We also found tandem repeat duplication was the driven force for *HvMADS* gene family expansion. Additionally, the co-expression regulatory network of 10 and 14 *HvMADS* genes was predicted in response to salt and waterlogging stress, and we proposed *HvMADS11*,13 and 35 as candidate genes for further exploration of the functions in abiotic stress. The extensive annotations and transcriptome profiling reported in this study ultimately provides the basis for MADS functional characterization in genetic engineering of barley and other gramineous crops.

## Introduction

About 12,000 years ago in the Near East, humans transitioned from hunter-gathering to agriculture-based societies. Barley (*Hordeum vulgare* L.) was a founder crop in this process and was also one of the earliest domesticated crops (Diamond, 2002; Zohary et al., 2012). Barley (2n = 14) is a diploid member of the grass family, making it a natural model for the genetics and genomics of the Triticeae tribe, including polyploid wheat and rye. With a haploid genome size of ~5.3 Gb in seven chromosomes, barley is one of the largest diploid genomes sequenced to date, making it challenging to work with from a genetics, genomics, and breeding perspective (Mascher et al., 2017; Jayakodi et al., 2020). However, recent advances in sequencing technology have led to high-quality genome assembly and annotation by the Leibniz Institute of Plant Genetics and Crop Plant Research in 2021 (Hordeum vulgare Morex V3, 2021; Mascher et al., 2021). Further, large-scale RNA-seq analyses provided insights into the expression patterns of homoologous genes at different developmental stages and under a variety of stress conditions, building a rich resource for more detailed analyses.

Transcription factors bear the potential for trait fine-tuning and crop improvement in response to biotic or abiotic stress (Martinez-Ainsworth and Tenaillon, 2016; Schilling et al., 2020). MADS-box genes constitute one of the largest families of plant transcription factors (Riechmann et al., 2000). MADS is an acronym derived from the four founding members of the family: MCM1 from *Saccharomyces cerevisiae* (baker’s yeast), AGAMOUS (AG) from *Arabidopsis thaliana*, DEFICIENS (DEF) from *Antirrhinum majus* (snapdragon), and SRF from *Homo sapiens* (Schwarz-Sommer et al., 1990; Shore and Sharrocks, 1995; Lawton-Rauh et al., 2000; Schilling et al., 2018). Throughout the eukaryotes, two types of MADS-box genes are distinguished by the highly conserved, 56–60 amino acid-long, DNA-binding MADS domain (Schwarz-Sommer et al., 1990; Alvarez-Buylla et al., 2000; Gramzow et al., 2010). The type I lineage includes the ARG80/SRF-like domain (Becker and Theissen, 2003). The type II lineage, also termed MIKC-type, comprises MIKC^C^ and MIKC* genes, referring to the typical domain structure of the encoded proteins, including a MADS box domain (M), an intervening domain (I), a keratin-like K-box (K), and a C-terminal domain (C) (Theissen et al., 1996; Kaufmann et al., 2005). The highly conserved M domain has sequence-specific DNA binding activity, which also functions in dimerization and nuclear localization (Immink et al., 2002). The weakly conserved I domain is a regulatory determinant for the formation of DNA-binding dimers (Theissen et al., 2016). The K-box domain, the second most conserved domain after the MADS domain, is defined by conserved regular spacing of hydrophobic residues and can form amphipatic helices involved in protein dimerization, which mediates protein–protein interactions (Yang and Jack, 2004; Callens et al., 2018). The most variable domain is located at the C-terminal end, which is involved in transcriptional activation and the formation of multimeric transcription factor complexes (Honma and Goto, 2001; Becker and Theissen, 2003).

MADS-box genes are involved in virtually all aspects of plant development, including flowering time control, inflorescence architecture, floral organ identity determination, and seed development (Schilling et al., 2020). They have also been reported to function in different abiotic stress responses (Arora et al., 2007; Jia et al., 2018; Castelan-Munoz et al., 2019; Zhao et al., 2021). In tomato, the expression of *SlMBP11* (an AGL15 ortholog) is induced by salt and drought stress. Knocking down this gene makes the lines more sensitive to salt stress conditions than wild-type plants (Guo et al., 2016). Over-expressing *AGL21* in Arabidopsis affects germination rate and makes seeds hypersensitive to salt stress, which suggests AGL21 as a negative regulator of seed germination under salt stress conditions (Yu et al., 2017). AGL16 is found to be a negative regulator of the stress response in Arabidopsis. Loss-of-AGL16 confers resistance to salt stress in seed germination and root elongation, while elevating AGL16 expression confers the opposite phenotypes compared with wildtype (Zhao et al., 2021). Meanwhile, AGL16 directly binds to the CArG motifs in the promoter of *HKT1;1*, *HsfA6a*, and *MYB102* and expresses their expressions (Zhao et al., 2021). CaMADS-downregulated seedlings are more seriously injured than wild-type seedlings after cold, NaCl, and mannitol treatments, which suggests that CaMADS functions as a positive stress-responsive transcription factor in the cold, salt, and osmotic stress signaling pathways (Chen et al., 2019). In *OsMADS25* overexpression lines, the free proline contents are higher, the accumulation of MDA (malonaldehyde) is lower, and genes related to salt stress are significantly upregulated, which clearly demonstrates that OsMADS25 improves salt tolerance by reducing oxidative damages (Wu et al., 2020). Reports about the MADS under waterlogging stress are rare. The expression patterns of the MADS-box gene in *Rhododendron hainanense* under different waterlogging stress conditions were analyzed, and the expressions of *RhMADS22*, *RhMADS24*, *RhMADS25*, *RhMADS27*, *RhMADS33*, *RhMADS39*, *and RhMADS44* were upregulated during different waterlogging treatments, while *RhMADS29 and RhMADS44* were downregulated (Huo et al., 2021).

Investigations on the MADS gene functions in barley are limited. The roles of the grass-specific MADS box gene *ODDSOC2* (*OS2*) in vernalization responses are investigated in barley. Overexpression of *HvOS2* delays flowering and reduces spike, stem, and leaf length in plants. *HvOS2* is repressed by vernalization; meanwhile, the active alleles of the *VRN1* gene (*HvVRN1*) also downregulate *HvOS2* during development (Greenup et al., 2010). The functions of short vegetative phase (SVP)-like MADS-box genes in barley indicate a role in determining meristem identity (Trevaskis et al., 2007). Three SVP-like genes, including *Barley MADS1* (*BM1*), *BM10*, and *Vegetative to Reproductive Transition Gene 2*, are induced by cold but repressed during floral development, suggesting that SVP-like genes suppress floral meristem identity in winter cereals (Trevaskis et al., 2007).

MADS-box genes have been phylogenetically and functionally characterized in a variety of model systems, such as *A. thaliana*, encoding 107 MADS-box genes; *Brachypodium distachyon*, encoding 75 MADS-box genes; *Brassica rapa*, encoding 160 MADS-box genes; and *Oryza sativa*, encoding 75 MADS-box genes (Parenicova et al., 2003; Arora et al., 2007; Wei et al., 2014). To better understand the dynamics of MADS-box gene evolution in barley and to facilitate future research on this important transcription factor family, we provide genome-wide analysis and characterization of MADS-box genes in barley based on the recently released genome of *Hordeum vulgare* Morex V3, 2021. In the present study, whole MADS-box family members from the barley genome were firstly identified and divided into different classes, and the conserved motifs and phylogenetic relationships between these members were systematically analyzed. Additionally, chromosome locations, gene duplication, and syntenic relationship analysis were also investigated. The expression patterns of MADS-box genes and protein interaction networks under salt and waterlogging stress in barley were analyzed. These results contribute to the functional analysis of MADS-box genes and facilitate dissecting the MADS-box gene-mediated molecular mechanisms underlying abiotic stress in barley.

## Materials and methods

### Identication of *HvMADS* genes in barley

To identify the candidate *HvMADS* genes, we downloaded MADS protein domains PF00319 and PF01486 from the pfam (https://pfam.xfam.org/) website to construct a hidden Markov model (HMM) and used this model to search the protein database in the barley genome (*Hordeum vulgare* Morex V3, 2021) by using the HMMER website (https://www.ebi.ac.uk/Tools/hmmer/search/hmmsearch). Then, we used the pfam tool with an e-value of <0.05 and the Conserved Domain Database (CDD) to analyze the left sequence, and those without the PF00319 and PF01486 domains were discarded. All CDSs were translated into amino acid sequences and aligned with all MADS-domain protein sequences of rice and Arabidopsis with Jalview software. Ultimately, 83 *HvMADS* genes were identified. Furthermore, the ExPASy-ProtParam tool (https://web.expasy.org/protparam/) was used to calculate amino acid numbers, molecular weights (MW), and isoelectric point (pI), and instability index.

### Phylogenetic analysis of HvMADSs

Multiple sequence alignments of 83 HvMADS proteins with MADS genes from rice and Arabidopsis were conducted using ClustalW. A neighbor-joining phylogenetic tree was constructed based on the full-length protein sequences using MEGAX software with a bootstrap of 1,000 replications. The phylogenetic tree was further beautified with ChiPlot (https://www.chiplot.online/).

### Gene cluster and protein motif analysis

MEGAX and Jalview were used to compare the sequences of MADS gene family members in barley. The Multiple Expectation Maximization for Motif Elicitation (MEME) online program (https://meme-suite.org/meme/tools/meme) was performed to identify conserved motifs of HvMADS proteins. The conserved motif of HvMADS was displayed by the Gene Structure View in TB tools.

### Chromosomal location and gene duplication

*HvMADS* genes localization on chromosome was visualized by TBtools (Chen et al., 2020). Syntenic relationship of the orthologous MADS genes between *H. vulgare*, *A. thaliana*, *O. sativa*, *Zea mays*, and *Triticum aestivum* were analyzed by the MCScanX software. Gene duplication was also analyzed and displayed by MCScanX in TBtools.

### Cis-acting element analysis of promoter of MADS gene family in barley

The upstream 1.5 kb genomic DNA sequences of each gene were extracted from the barley genome and then submitted to the PlantCARE website (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/) to detect putative cis-regulatory elements.

### Plant treatment and gene expression analysis

NasoNijo (a salt and waterlogging sensitive variety, NN) and TX9425 (a salt and waterlogging tolerant variety, TX) were grown in the same pot (20 cm ∗ 30 cm) in a greenhouse with a day-night temperature of 22 ± 3°C 16 h/8 h day/night regime. Salt and waterlogging stress experiments were carried out separately. The seedlings were grown to the three-leaf stage and treated with 300 mM/L NaCl for 1 h, 24 h, and 10 d or submerged in tap water with 1 cm of water above the soil for 1 h, 72 h, and 2 w. Leaves and roots were sampled for RNA isolation and RNA sequencing. The average expression level of three biological replicates was calculated, and the *HvMDAS* gene expression values were represented by log_2_(fragments per kilobase of exon model per million mapped fragments) and their heatmap was conducted by TBtools. Furthermore, genes with |log_2_(fold change)|>1 and p-value <0.5 were regarded as differentially expressed genes.

### Protein–protein interaction network for HvMADS under salt and waterlogging stress

Based on the transcriptome analysis after salt and waterlogging stress, the differentially expressed genes were chosen as subjects for the protein-protein interaction network. The rice homologous genes corresponding to barley were found by comparison, and the MADS-box protein interaction network of rice was analyzed using the online website String (https://string-db.org/) and visualized by the software Cytoscape (http://www.cytoscape.org/).

## Results

### The barley genome contains 83 MADS-box genes

In total, 89 MADS-box family members were identified in barley using the hidden Markov model, which was built on the MADS-box and K-box domains separately and used to search the recently released barley genome (*Hordeum vulgare* Morex V3, 2021). Two and four genes were deleted to keep only one splice variant from each genomic locus for comparison with online sites, including NCBI-CDD. The remaining candidate genes were analyzed through multiple sequence alignment and phylogenetic relationship analysis, which differentiated type I and type II MADS-box genes. Ultimately, 83 MADS genes were identified, with 46 of them belonging to type I and 37 belonging to type II based on the MADS-box and K-box domains. Gene names were determined according to their position on the chromosome. The detailed information on genes and proteins is listed in **Table 1**. The amino acid length of 54% of the 83 HvMADS proteins ranged from 200 to 300 bp, and 24% had between 300 and 400 bp, with HvMADS34 having the shortest protein length (73 amino acids) and HvMADS75 having the longest length (443 amino acids). According to amino acid length, we predicted the molecular weight of all members, which ranged from 8.3 to 46.9 kDa. Meanwhile, the isoelectric point was within the range of 4.4 to 10.8.

**Table 1:** Detail information of HvMADSs.

Gene name	Gene ID	Chr	Location	Protein length (aa)	Molecular Weight (KDa)	Iso-electric Point	Instability Index	Pfam	Type
*HvMADS1*	HORVU.MOREX.r3.1HG0002750.1	1H	5520201–5520752	183	19.85	5.55	58.71	PF00319	I
*HvMADS2*	HORVU.MOREX.r3.1HG0008600.1	1H	20382140–20387164	237	26.88	6.81	55.89	PF00319; PF01486	II
*HvMADS3*	HORVU.MOREX.r3.1HG0008610.1	1H	20454437–20460812	234	26.83	8.46	53.1	PF00319; PF01486	II
*HvMADS4*	HORVU.MOREX.r3.1HG0024860.1	1H	99872268–99878935	252	28.14	9.28	52.02	PF00319; PF01486	II
*HvMADS5*	HORVU.MOREX.r3.1HG0031260.1	1H	153900663–153908287	266	30.35	9.34	48.88	PF00319; PF01486	II
*HvMADS6*	HORVU.MOREX.r3.1HG0054220.1	1H	362447175–362456082	115	13.03	9.55	44.75	PF00319	I
*HvMADS7*	HORVU.MOREX.r3.1HG0065060.1	1H	427165183–427169503	209	24.42	9.08	65.61	PF00319; PF01486	II
*HvMADS8*	HORVU.MOREX.r3.1HG0065500.1	1H	429027618–429031539	252	27.81	9.43	55.56	PF00319; PF01486	II
*HvMADS9*	HORVU.MOREX.r3.2HG0119930.1	2H	69290056–69291096	346	38.64	8.37	55.81	PF00319	I
*HvMADS10*	HORVU.MOREX.r3.2HG0119950.1	2H	69515817–69516371	184	20.57	9.56	51.53	PF00319	I
*HvMADS11*	HORVU.MOREX.r3.2HG0127410.1	2H	111586811–111611184	289	32.67	6.68	61.24	PF00319; PF01486	II
*HvMADS12*	HORVU.MOREX.r3.2HG0156870.1	2H	381298545–381307819	276	31.84	8.97	66.83	PF00319; PF01486	II
*HvMADS13*	HORVU.MOREX.r3.2HG0170570.1	2H	491665665–491667698	202	23.45	6.98	55.44	PF00319; PF01486	II
*HvMADS14*	HORVU.MOREX.r3.2HG0173440.1	2H	512332014–512347171	240	27.53	8.46	46.38	PF00319; PF01486	II
*HvMADS15*	HORVU.MOREX.r3.2HG0190700.1	2H	600377771–600379968	276	31.95	8.4	65.29	PF00319; PF01486	II
*HvMADS16*	HORVU.MOREX.r3.2HG0195730.1	2H	614114340–614115413	357	38.83	6.32	44.83	PF00319	I
*HvMADS17*	HORVU.MOREX.r3.2HG0206640.1	2H	639677225–639678474	391	43.71	5.39	59.73	PF00319	I
*HvMADS18*	HORVU.MOREX.r3.2HG0206660.1	2H	639773343–639774235	241	27.37	9.62	50.14	PF00319	I
*HvMADS19*	HORVU.MOREX.r3.3HG0243300.1	3H	88737672–88738241	189	21.33	8.84	50.85	PF00319	I
*HvMADS20*	HORVU.MOREX.r3.3HG0243770.1	3H	93103462–93111596	271	30.81	8.99	62.75	PF00319; PF01486	II
*HvMADS21*	HORVU.MOREX.r3.3HG0244110.1	3H	96016168–96016923	251	27.67	8.93	50	PF00319	I
*HvMADS22*	HORVU.MOREX.r3.3HG0286170.1	3H	469468470–469470793	196	22.27	8.88	42.03	PF00319; PF01486	II
*HvMADS23*	HORVU.MOREX.r3.3HG0302630.1	3H	549825183–549826190	335	36.36	6.34	50.82	PF00319	I
*HvMADS24*	HORVU.MOREX.r3.3HG0307160.1	3H	564126570–564128730	209	24.08	7.13	45.79	PF00319; PF01486	II
*HvMADS25*	HORVU.MOREX.r3.3HG0310820.1	3H	575618577–575618819	80	9.06	10.84	81.61	PF00319	I
*HvMADS26*	HORVU.MOREX.r3.3HG0311160.1	3H	576849880–576879501	172	19.02	9.48	50.56	PF00319	I
*HvMADS27*	HORVU.MOREX.r3.3HG0313860.1	3H	584089896–584090888	330	36.38	5.35	54.63	PF00319	I
*HvMADS28*	HORVU.MOREX.r3.3HG0330170.1	3H	618175709–618176833	374	40.56	4.71	54.14	PF00319	I
*HvMADS29*	HORVU.MOREX.r3.3HG0330180.1	3H	618190146–618191072	308	33.32	9.24	47.04	PF00319	I
*HvMADS30*	HORVU.MOREX.r3.3HG0330190.1	3H	618254032–618254787	251	26.56	8.62	62.02	PF00319	I
*HvMADS31*	HORVU.MOREX.r3.4HG0334170.1	4H	7835707–7837714	350	38.11	4.87	54.75	PF00319	I
*HvMADS32*	HORVU.MOREX.r3.4HG0362740.1	4H	207304363–207307893	387	43.02	5.96	52.53	PF00319	I
*HvMADS33*	HORVU.MOREX.r3.4HG0396400.1	4H	532470424–532478567	250	28.67	7.7	65.51	PF00319; PF01486	II
*HvMADS34*	HORVU.MOREX.r3.4HG0396410.1	4H	532600690–532600911	73	8.30	10.43	47.98	PF00319	I
*HvMADS35*	HORVU.MOREX.r3.4HG0406150.1	4H	573194639–573211101	227	25.61	6.23	55.05	PF00319; PF01486	II
*HvMADS36*	HORVU.MOREX.r3.4HG0412460.1	4H	594538879–594559903	212	24.11	8.27	56.44	PF00319; PF01486	II
*HvMADS37*	HORVU.MOREX.r3.4HG0413180.1	4H	596284994–596302716	168	18.36	6.61	53.58	PF00319	I
*HvMADS38*	HORVU.MOREX.r3.5HG0419840.1	5H	1294611–1302389	232	26.37	9.05	52.5	PF00319; PF01486	II
*HvMADS39*	HORVU.MOREX.r3.5HG0419930.1	5H	1694177–1695760	212	24.61	9.43	55.96	PF00319; PF01486	II
*HvMADS40*	HORVU.MOREX.r3.5HG0494190.1	5H	488377039–488384195	252	29.07	9.05	56.63	PF00319; PF01486	II
*HvMADS41*	HORVU.MOREX.r3.5HG0511210.1	5H	528147816–528157990	330	37.12	9.35	60.49	PF00319; PF01486	II
*HvMADS42*	HORVU.MOREX.r3.5HG0511250.1	5H	528375119–528381095	237	27.34	8.37	54.26	PF00319; PF01486	II
*HvMADS43*	HORVU.MOREX.r3.5HG0523290.1	5H	556038238–556038732	164	18.31	9.89	42.99	PF00319	I
*HvMADS44*	HORVU.MOREX.r3.5HG0523350.1	5H	556216626–556217132	168	18.81	9.09	46.28	PF00319	I
*HvMADS45*	HORVU.MOREX.r3.6HG0540820.1	6H	6878142–6885621	258	28.35	6.29	66.2	PF00319; PF01486	II
*HvMADS46*	HORVU.MOREX.r3.6HG0541730.1	6H	8681080–8681733	217	24.59	9.49	46.97	PF00319	I
*HvMADS47*	HORVU.MOREX.r3.6HG0564200.1	6H	87911081–87913283	244	27.76	6.19	64.63	PF00319; PF01486	II
*HvMADS48*	HORVU.MOREX.r3.6HG0566230.1	6H	100431827–100432921	364	39.05	5.58	38.62	PF00319	I
*HvMADS49*	HORVU.MOREX.r3.6HG0571720.1	6H	135991912–135995133	252	28.37	6.25	62.02	PF00319; PF01486	II
*HvMADS50*	HORVU.MOREX.r3.6HG0604360.1	6H	444223249–444229941	262	29.92	8.9	43.75	PF00319; PF01486	II
*HvMADS51*	HORVU.MOREX.r3.6HG0612320.1	6H	490697619–490706231	241	27.07	9.13	64.86	PF00319; PF01486	II
*HvMADS52*	HORVU.MOREX.r3.6HG0616500.1	6H	512734835–512741542	225	25.18	5.82	48.53	PF00319; PF01486	II
*HvMADS53*	HORVU.MOREX.r3.6HG0620460.1	6H	527947865–527948644	259	27.73	6.06	57.55	PF00319	I
*HvMADS54*	HORVU.MOREX.r3.6HG0624300.1	6H	539666107–539666847	246	27.24	9.02	53.97	PF00319	I
*HvMADS55*	HORVU.MOREX.r3.6HG0624320.1	6H	539783854–539784594	246	27.19	9.1	38.35	PF00319	I
*HvMADS56*	HORVU.MOREX.r3.6HG0624330.1	6H	539816109–539816699	196	21.37	6.07	37.58	PF00319	I
*HvMADS57*	HORVU.MOREX.r3.6HG0624340.1	6H	539865474–539866214	246	27.19	8.92	40.82	PF00319	I
*HvMADS58*	HORVU.MOREX.r3.6HG0624480.1	6H	540393907–540395195	332	36.01	5.99	52.03	PF00319	I
*HvMADS59*	HORVU.MOREX.r3.6HG0624520.1	6H	540477714–540478769	351	38.15	5.81	52.76	PF00319	I
*HvMADS60*	HORVU.MOREX.r3.7HG0651190.1	7H	31957445–31958593	382	42.20	5.8	55.45	PF00319	I
*HvMADS61*	HORVU.MOREX.r3.7HG0651230.1	7H	32091258–32092406	382	42.28	5.56	55.03	PF00319	I
*HvMADS62*	HORVU.MOREX.r3.7HG0653080.1	7H	40028524–40040953	230	25.92	9.07	48.97	PF00319; PF01486	II
*HvMADS63*	HORVU.MOREX.r3.7HG0653160.1	7H	40168716–40186499	230	25.82	8.42	48.28	PF00319; PF01486	II
*HvMADS64*	HORVU.MOREX.r3.7HG0654930.1	7H	44711728–44723317	225	25.95	6.91	57.59	PF00319; PF01486	II
*HvMADS65*	HORVU.MOREX.r3.7HG0658160.1	7H	55100832–55101941	321	35.12	5.16	62.61	PF00319	I
*HvMADS66*	HORVU.MOREX.r3.7HG0658170.1	7H	55198301–55199410	369	40.61	5.36	55	PF00319	I
*HvMADS67*	HORVU.MOREX.r3.7HG0664320.1	7H	80759161–80765868	223	24.93	5.9	53	PF00319; PF01486	II
*HvMADS68*	HORVU.MOREX.r3.7HG0684020.1	7H	205174115–205180772	246	28.55	8.74	52.74	PF00319; PF01486	II
*HvMADS69*	HORVU.MOREX.r3.7HG0684050.1	7H	205774472–205822095	210	23.63	5.53	65.64	PF00319	I
*HvMADS70*	HORVU.MOREX.r3.7HG0705340.1	7H	431301800–431303921	224	25.21	6.53	37.88	PF00319; PF01486	II
*HvMADS71*	HORVU.MOREX.r3.7HG0710700.1	7H	465504510–465505313	267	29.67	10.06	62.46	PF00319	I
*HvMADS72*	HORVU.MOREX.r3.7HG0710730.1	7H	465707479–465708030	183	19.96	8.46	49.7	PF00319	I
*HvMADS73*	HORVU.MOREX.r3.7HG0712380.1	7H	479163044–479164338	360	37.89	5.05	43.49	PF00319	I
*HvMADS74*	HORVU.MOREX.r3.7HG0715350.1	7H	499374226–499375700	420	44.12	5.05	31.88	PF00319	I
*HvMADS75*	HORVU.MOREX.r3.7HG0715360.1	7H	499382256–499383885	443	46.73	4.74	32.87	PF00319	I
*HvMADS76*	HORVU.MOREX.r3.7HG0721170.1	7H	535752621–535758779	232	26.33	9.11	44.5	PF00319; PF01486	II
*HvMADS77*	HORVU.MOREX.r3.7HG0723010.1	7H	545840082–545841893	442	46.93	4.44	28.79	PF00319	I
*HvMADS78*	HORVU.MOREX.r3.7HG0723860.1	7H	548579430–548580392	320	35.51	6.09	47.51	PF00319	I
*HvMADS79*	HORVU.MOREX.r3.7HG0730260.1	7H	577410846–577412070	378	42.20	6.57	63.54	PF00319	I
*HvMADS80*	HORVU.MOREX.r3.7HG0737610.1	7H	597956917–597959338	220	24.71	5.7	62.14	PF00319; PF01486	II
*HvMADS81*	HORVU.MOREX.r3.7HG0737750.1	7H	598228389–598230633	218	24.56	4.74	59.4	PF00319; PF01486	II
*HvMADS82*	HORVU.MOREX.r3.7HG0750110.1	7H	624424643–624425893	416	46.48	5.02	50.28	PF00319	I
*HvMADS83*	HORVU.MOREX.r3.7HG0751440.1	7H	627612677–627613658	185	20.54	9.1	57.2	PF00319	I

### Type I and type II MADS-box genes belong to well-defined subfamilies

To figure out the phylogenetic relationship of the MADS-box proteins in barley, we separately constructed type I and type II evolutionary trees in terms of the alignment of 83 HvMADS-box genes with rice and Arabidopsis genes (**Table 1**; **Figure 1**). The type I phylogenetic tree showed that the barley genome retained 46 *HvMADS* genes belonging to the Mα, Mβ, and Mγ major subfamilies. The Mα subfamily had the most barley genes and was more closely related to rice genes. The type II phylogenetic tree displayed seven subfamilies, including: AP1, SEPALLATA1 (SEP1), AGAMOUS-LIKE12 (AGL12), SEEDSTICK (STK), AGL16, SHORT VEGETATIVE PHASE (SVP), and MIKC*. In seven subfamilies, barley MADS-box genes were more closely related to rice genes than Arabidopsis. In particular, the AGL16 subclass had the most abundant barley genes and was significantly expanded in barley compared with Arabidopsis and rice (**Figure 1B**).

**Figure 1:**
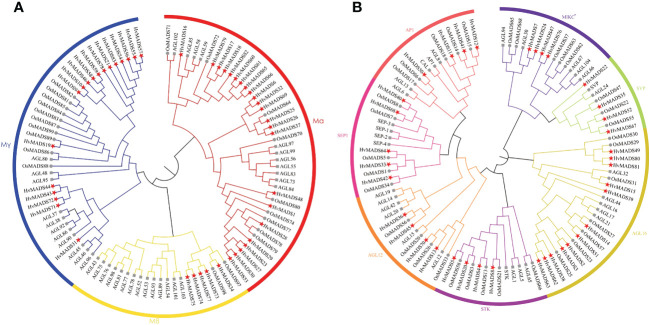
Unrooted phylogenetic tree showing relationships among MADS-box proteins of barley, rice, and Arabidopsis in type I **(A)** and type II **(B)** lineage. The phylogenetic tree was derived with the NJ method in MEGAX. MADS-box proteins from barley are marked with five-pointed star; MADS-box proteins from rice are marked with dot; MADS-box proteins from Arabidopsis are marked with square.

### Gene cluster, protein motif analysis of HvMADS

A phylogenetic tree of HvMADS members was constructed, and this family was divided into three subclasses (**Figure 2A**). The type I *HvMADS* genes were mainly retained in the b and c subclasses, and a small number of them belonged to subclass a, while the type II *HvMADS* genes were mainly retained in subclass a. An online MEME analysis of 83 HvMADS was also conducted, and 20 conserved motifs were determined (**Figure 2B**). The detailed information about the conserved motif, including its width and sequence, is listed in **Table S1**. Each HvMADS contained one to six motifs (**Figure 2B**), and some motifs were common to most members. For example, 96% of HvMADSs contain motif 1, and 80% of HvMADSs contain motif 5. While other motifs were unique to one or several subclasses, such as motifs 2 and 4 (K box domain), they only appeared in subclass a, while motifs 8 and 15 appeared only in subclass b (**Figure 2B**).

**Figure 2:**
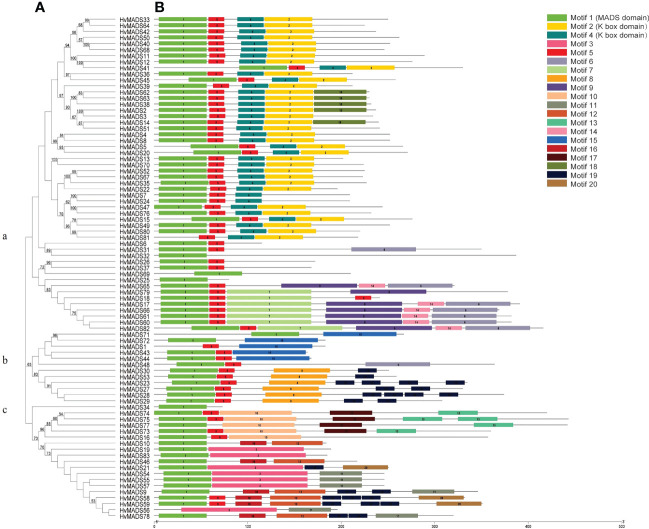
Phylogenetic relationships and motif compositions of HvMADSs. **(A)** The amino acid sequences of the 83 HvMADS proteins were aligned, and the phylogenetic tree was constructed with MEGAX. The tree showed three major phylogenetic subfamilies (a, b, c). **(B)** Schematic structure of the MADS protein motifs identifed in barley. Different motifs were indicated by diferent color boxes.

### Chromosomal location, gene duplications, and synteny analysis

Eighty-three barley MADS-box genes were generally equally distributed among the seven chromosomes, and genes were named according to their position on the chromosome (**Figure 3**). Interestingly, most genes are located on the distal telomeric ends of chromosomes, and the number of genes on the 1st to the 6th chromosome was distributed almost evenly, except the 7th chromosome contained the most genes compared with other chromosomes (**Figure 3**). On the 7th chromosome, there were 15 type I *HvMADS* genes, which mainly belonged to the Mα subfamily, and nine type II *HvMADS* genes, which mainly belonged to yje AGL16 subfamily (**Figure 3**).

**Figure 3:**
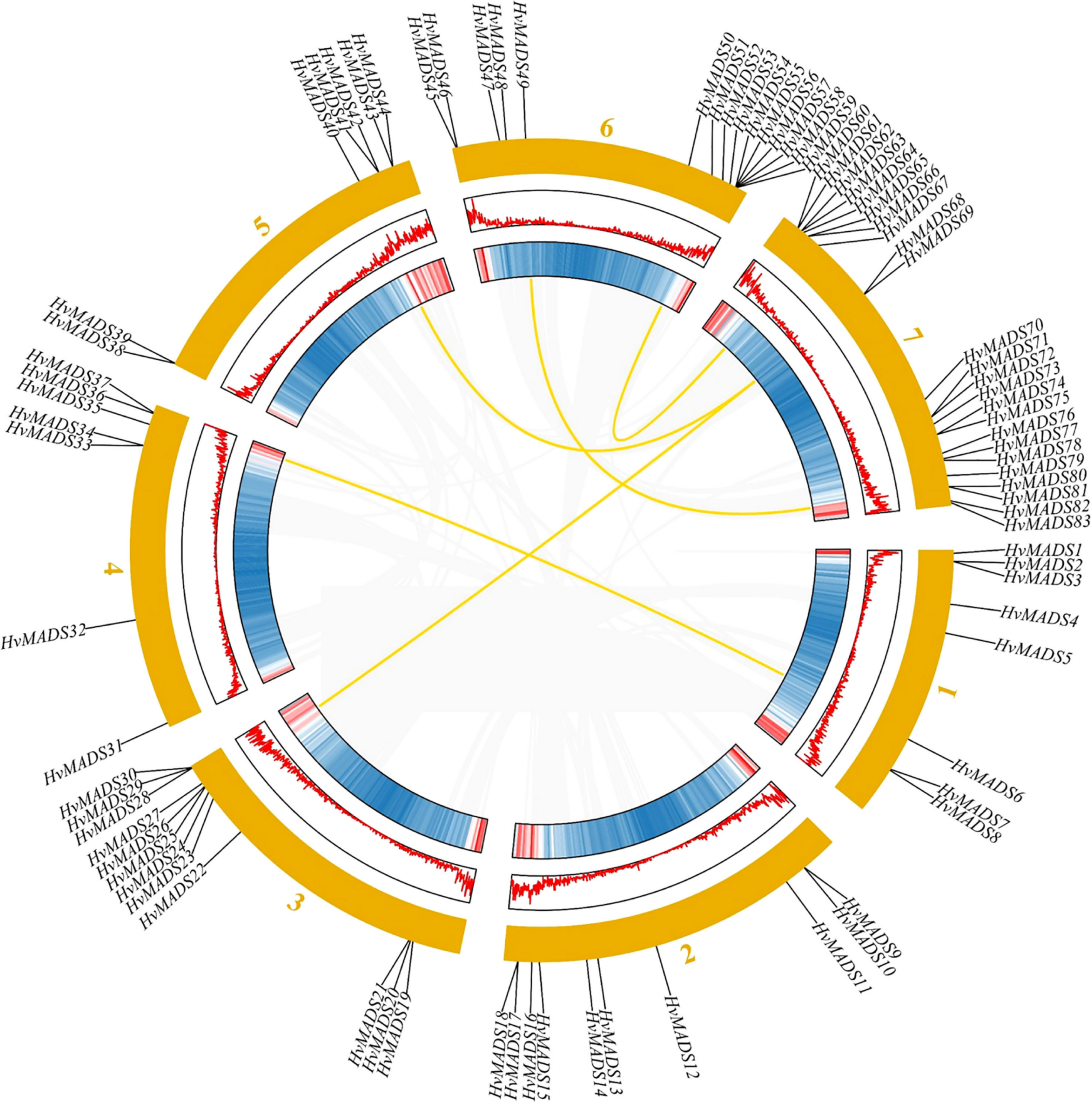
Chromosomal location and gene duplication of *HvMADSs* in the barley genome. The duplicated gene pairs were connected by curved lines.

A total of five duplicate gene pairs were identified in *HvMADSs* with BLAST and MCScanX to investigate the expansion of MADS cascade genes in barley (**Figure 3**). Results showed that 26 paralogs composed of 50 *HvMADS* cascade genes were identified. Of these, 21 were tandem duplications, suggesting that tandem repeat duplication was the driving force behind *HvMADS* gene family expansion, and five were segmental duplication events (**Figure 3**). In detail, the five gene pairs were *HvMADS6/HvMADS36*, *HvMADS52/HvMADS67*, *HvMADS40/HvMADS68*, *HvMADS26/HvMADS69*, and *HvMADS49/HvMADS80.* It was noteworthy that on chromosome 7 the largest number of segmental and tandem events occurred, whereas the other tandem duplication blocks were distributed evenly throughout the other chromosomes, of which 2, 2, 2, 2, 3, and 2 paralogous pairs were mapped to chromosomes 1, 2, 3, 4, 5, and 6 respectively (**Figure 3**).

Syntenic relationships with four other representative species, including *A. thaliana*, *O. sativa*, *Z. mays*, and *T. aestivum*, were compared to determine the mechanisms underlying the evolutionary relationships of *HvMADS* genes (**Figure 4**). Through whole genome-wide syntenic analysis, a total of 6, 43, 46, and 175 orthologous gene pairs between barley and the four compared species were identified as having orthologous counterparts, respectively. In detail, 12 and 11 *HvMADS* genes were orthologous to two copies of MADS genes in rice and maize, respectively. However, there were only two and four *HvMADS* genes orthologous to three copies of MADS genes in rice and maize. On the contrary, comparing barley to wheat, most genes were connected by more than two orthologous gene pairs (**Figure 4**).

**Figure 4:**
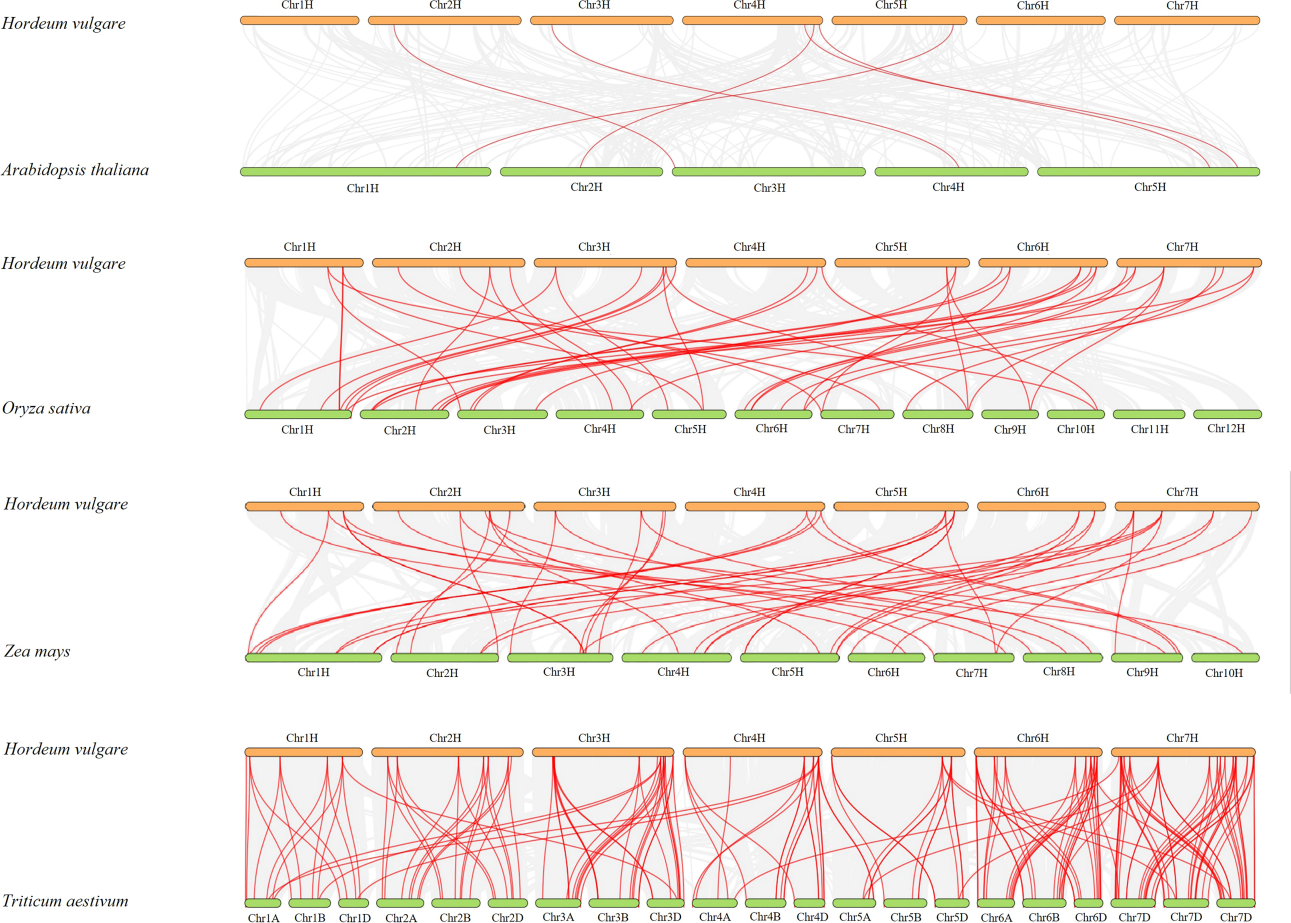
Synteny relationships analysis of *HvMADSs* between *Hordeum vulgare* and *Arabidopsis thaliana, Oryza sativa, Zea mays, Triticum aestivum*.

### Cis-element analysis of MADS-box family gene promoters in barley

To identify cis-regulatory elements in *HvMADS* genes, we extracted the promoter sequence and analyzed them using the PlantCare server. We categorized all cis-elements into nine broad categories, including core promoter elements, protein binding sites, hormone responses, tissue-specific elements, light-responsive elements, abiotic and biotic stress responses, circadian responses, and cell cycle regulation elements (**Figure 5**; **Table S2**, **Supplementary File**). In the pie chart (**Figure 5**), the proportion of core promoter elements was the greatest, followed by abiotic stress responses, plant hormone-responsive elements, and light-responsive elements. CAAT-box and TATA-box were the most frequently identified core promoter elements (**Figure 5**; **Table S2**). Among the predicted abiotic stress responsive elements, STRE and MYC were the most abundant (**Figure 5**; **Table S2**). Furthermore, we also identified 13 hormone-responsive cis-elements, such as ABRE and as-1, involved in abscisic acid and salicylic acid responsiveness (**Figure 5**).

**Figure 5:**
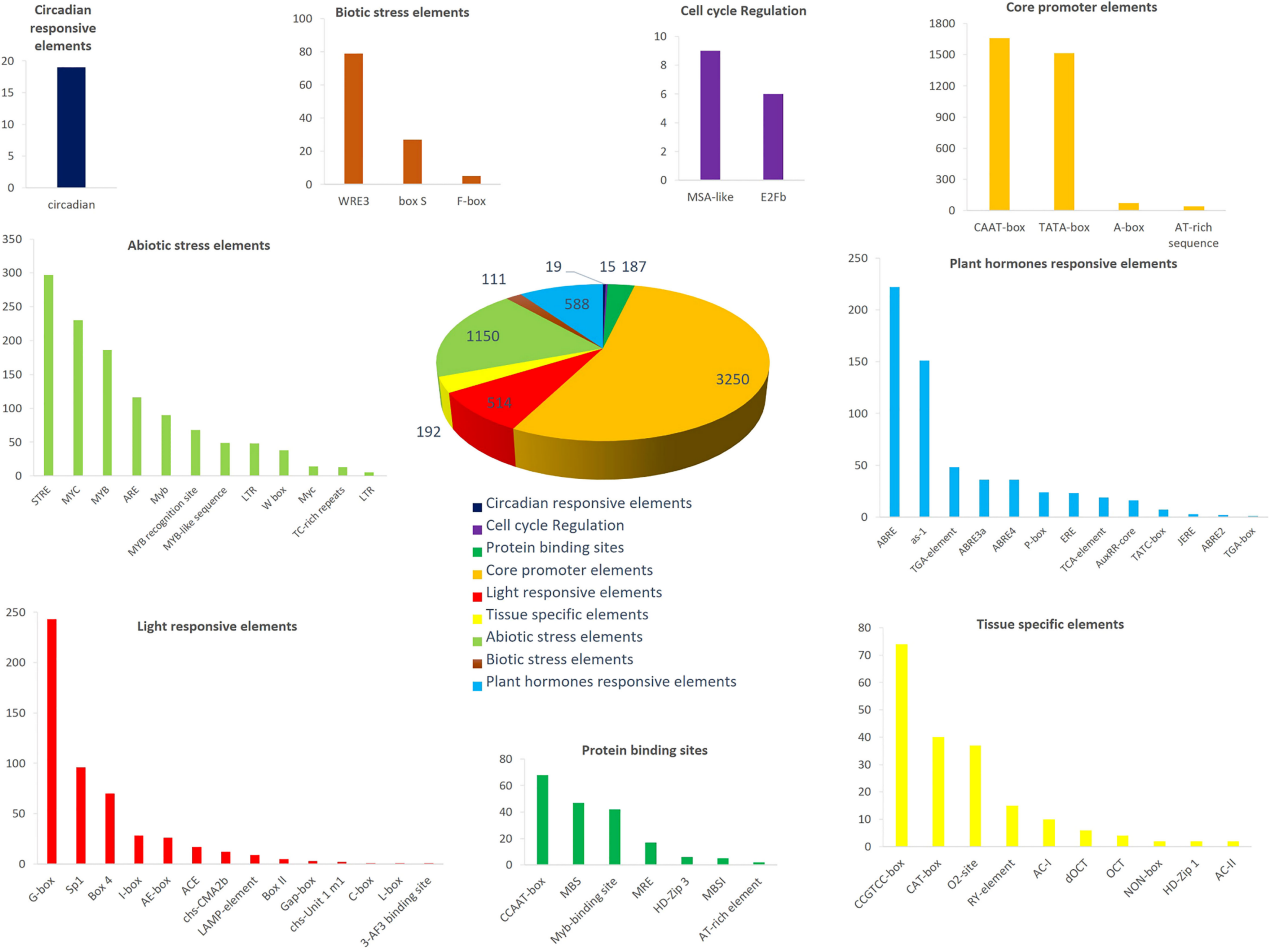
The cis-regulatory elements analysis of *HvMADS* promoter regions. Nine broad categories were predicted including core promoter elements, protein binding sites, hormones responses, tissue specific elements, light responsive elements, abiotic and biotic stress responses, circadian responses and cell cycle regulation elements. The different colors were the various cis-acting elements.

### Expression analysis of *HvMADS* genes under salt and waterlogging stress

Two barley varieties, NN (Naso Nijo), sensitive to both salt and waterlogging stress, and TX (TX9425), tolerant to salt and waterlogging stress, suffered from 1 h, 24 h, and 10 d of salt stress or 1 h, 72 h, and 2 w of waterlogging stress, respectively. 

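The salt and waterlogging experiments gave 64 RNA libraries in 32 groups, each group being 1 variety, tissue and time with 2 replicates. The methods state 3 biological replicates, while the sample labels and the expression values hold 2 per group, and both numbers are given here. Salt stress was 300 mM NaCl for 1 h, 24 h and 10 d, and waterlogging was 1 cm of water above the soil for 1 h, 72 h and 2 w. Each experiment has its own control leaves and roots, labelled 0 h. No control of the age of the 10 d or 2 w plants was used here, so the late comparisons hold the age of the plants as well as the stress. The earlier comparisons also have only the 0 h controls, so they hold the time of sampling as well. Libraries kept their tissue: 37 genes seen in every salt root and in no salt leaf had a median of at most 0.0706 FPKM in any waterlogging leaf library and of at least 9.42 FPKM in any waterlogging root library. Of 30 genes seen in TX alone and 22 seen in NN alone in the waterlogging roots, most followed the variety label in every other library. In the waterlogging roots this was fixed by how the genes were chosen. Some salt libraries held genes of the other variety. The TX-only genes averaged 1.52 FPKM in replicate 1 of NN leaves after 1 h of salt, with 13 of them above 0.5 FPKM, against 0.216 FPKM in replicate 2. Their means in TX leaves after 1 h of salt were 5.14 and 5.66 FPKM. In NN roots after 10 d the TX-only genes averaged 0.528 FPKM in replicate 2, with 12 above 0.5 FPKM, against 0.0191 FPKM in replicate 1. In TX roots after 10 d, 7 of the NN-only genes were above 0.5 FPKM in replicate 1 and 3 in replicate 2, and in TX roots after 1 h 3 were in replicate 2.
The Pearson correlation across genes between the 2 replicates of a group was 0.904 to 0.989 in salt leaves (median 0.974), 0.839 to 0.985 in salt roots (median 0.975), 0.943 to 0.984 in waterlogging roots (median 0.970) and 0.815 to 0.968 in waterlogging leaves (median 0.894). The lowest values in salt roots were 0.839 for TX after 10 d and 0.866 for the TX controls. Waterlogging leaf libraries also differed in the share of their FPKM in rows with ENSRNA identifiers, which was 0.61% to 36.1% against 0.134% to 0.469% in salt leaves. Among root libraries it was highest, at 14.6%, in replicate 1 of TX after 1 h of waterlogging.

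**Figure D1:**
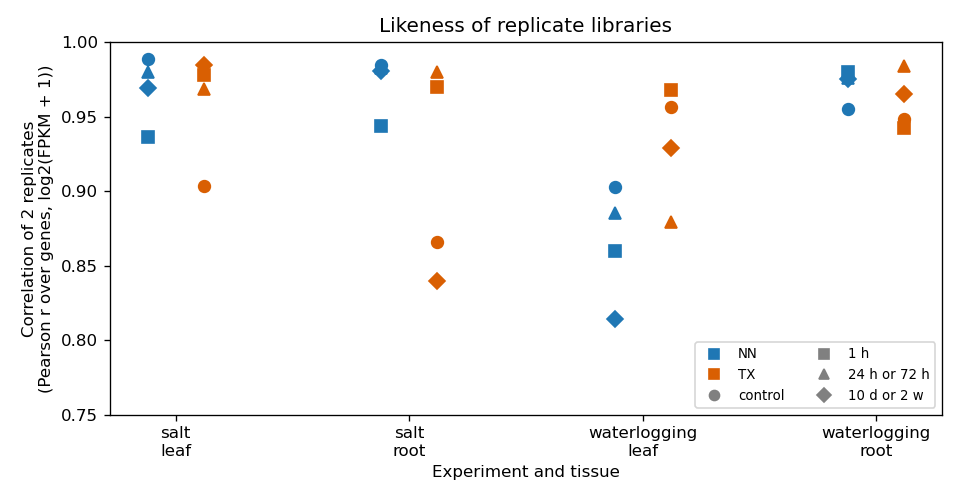
Pearson correlation of log2(FPKM + 1) between the 2 replicates of each of the 32 groups, across the genes tested in that tissue (vertical axis), by experiment and tissue (horizontal axis). Each point is 1 group, coloured by variety and shaped by time. The lowest point, at 0.815, is NN leaves after 2 w of waterlogging.

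The deposited values are FPKM in 2 tables, 1 per experiment. The submitters' processing notes name HISAT2 and featureCounts 1.5.0, and the genome build is not given in the sources used here. FPKM keep no total count, but the steps between low values give relative depth. Against replicate 1 of the NN salt control roots, set to 1, depth was 0.459 to 1.03 in salt leaves, 0.502 to 1.00 in salt roots, 0.201 to 1.02 in waterlogging leaves and 0.543 to 1.06 in waterlogging roots. The sums of FPKM were 383344 to 437568 in the salt table and 408505 to 596521 in the waterlogging table. Each experiment and tissue was fitted apart with limma on log2(FPKM + 1) over 16 libraries, for genes with at least 0.5 FPKM in at least 2 of them. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change beyond 1 in either direction. These log2 changes understate those of low genes, and the p-values measure only the spread between these libraries, which may be technical. The rows carry identifiers of another kind than Table 1, and of the 83 HvMADS genes only HvMADS14 is paired with such an identifier in the text of the paper, so the other HvMADS genes were not analysed here.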

The roots and leaves of each seedling were collected for transcriptome sequencing, and the expressions of 21 and 25 *HvMADS* genes under salt and waterlogging stress, respectively, were analyzed (**Figure 6**). Under salt stress, *HvMADS13* was highly increased after 10 d of treatment in both leaves and roots of two varieties (**Figure 6A**). The expression of *HvMADS70* was repressed by 1 h and 24 h of salt stress but highly induced by 10 d of salt stress in both leaves and roots of two varieties (**Figure 6A**). Strong tissue-specific expression was found in *HvMADS64*, which showed high expression levels responding to salt stress, especially after 10 d of treatment in leaves but this gene was barely expressed in roots in two varieties; however, the expression of *HvMADS70* after waterlogging stress displayed the opposite expression pattern (**Figure 6**). Several *HvMADS* genes were not induced by any abiotic stresses. For example, *HvMADS2*, *6*, and *HvMADS24* displayed almost no expression alteration in response to two treatments in the leaves of two varieties (**Figure 6**). Meanwhile, *HvMADS25*, *30*, *39*, *63*, and *80* were all barely expressed in both leaf and root of two varieties under control or waterlogging stress. In addition, *HvMADS41* was expressed highly in both leaf and root of two varieties under control but depressed by waterlogging stress (**Figure 6B**).

**Figure 6:**
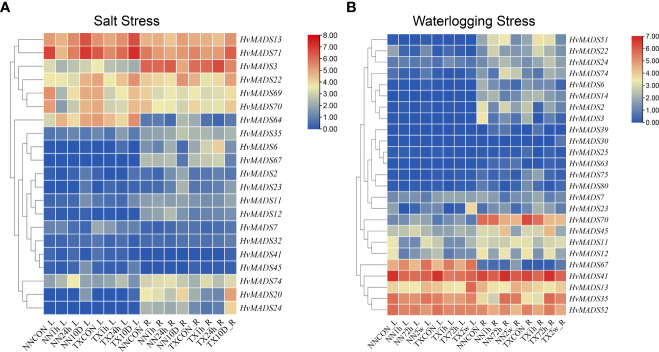
The expression profle of *HvMADSs* in leaf and root of two barley varieties (NN and TX) after 1 h, 24 h, and 10 d of salt **(A)** and 1 h, 72 h, and 2 w of waterlogging **(B)** stress. FPKM values were normalized by log_2_(FPKM) transformation to display the heatmap color scores.

### Protein–protein interaction network for HvMADS under salt and waterlogging stress

We chose the differentially expressed genes as the subject to draw the protein–protein interaction network after salt and waterlogging stress (**Figure 7**). Results found that 10 and 14 *HvMADS* genes homologous to rice and corresponding functional genes with functional interactions were predicted under salt and waterlogging stress, respectively, with eight genes common in both kinds of stress. Interestingly, *HvMADS3*, *22*, *30*, *45*, *63*, *and 69* were closely related to each other, and their interacting genes formed a sub-network. HvMADS11 and 24 were found to interact with NFYB1 (nuclear transcription factor Y subunit B-1) and ARF (auxin response factor), respectively, which were reported to be involved in the salt tolerance mechanism. More HvMADS proteins were predicted and interactions were constructed after waterlogging stress than salt stress in barley (**Figure 7**). In detail, most HvMADS proteins interacted with more than six proteins in the waterlogging stress network, and HvMADS4, 5, and 44 showed the most abundant homologous protein interactions. It was worth noting that HvMADS35 was predicted to interact with EXPA2 and 7 (EXPANSIN), which may cause loosening and extension of plant cell walls for rapid internodal elongation in deep-water rice during submergence. HvMADS35 was also predicted to interact with an myb-like DNA-binding domain-containing protein (OsJ_18706).

**Figure 7:**
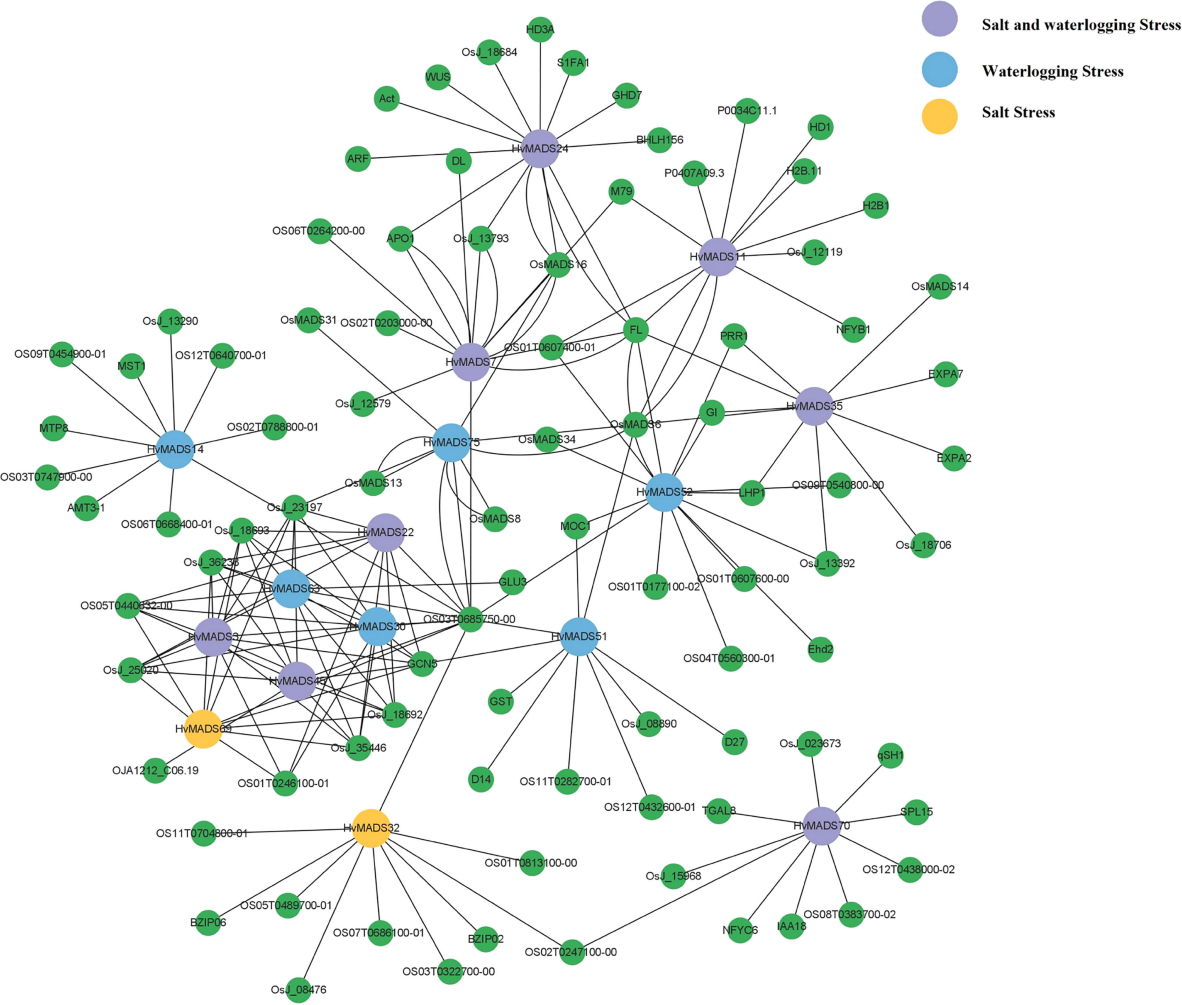
The co-expression regulatory network of MADS cascade genes in barley. Blue dot, HvMADS proteins responsed to waterlogging stress; yellow dot, HvMADS proteins responsed to salt stress; purple dot, HvMADS proteins responsed to both salt and waterlogging stress; green dot, predicted proteins interact with HvMADSs.

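HvMADS14 is the one HvMADS gene drawn in the network whose identifier in the expression tables the paper gives, and it is drawn as a blue dot. In waterlogged roots its mean was lowest after 72 h in NN and after 2 w in TX, and these times were not tested against each other. In NN roots it was 2.65 ± 0.265 FPKM (SD, n = 2) in controls, 3.60 ± 1.41 FPKM (SD, n = 2) after 1 h, 0.933 ± 0.282 FPKM (SD, n = 2) after 72 h and 1.32 ± 0.457 FPKM (SD, n = 2) after 2 w. In TX roots it was 3.38 ± 0.626 FPKM (SD, n = 2) in controls, 3.89 ± 0.353 FPKM (SD, n = 2) after 1 h, 2.03 ± 0.151 FPKM (SD, n = 2) after 72 h and 1.34 ± 0.113 FPKM (SD, n = 2) after 2 w. All 16 leaf libraries lay at or below 0.0099 FPKM.
In roots, no time against control passed both thresholds. The adjusted p was under the threshold in NN roots at 72 h, with a log2 change of -0.92 (standard error 0.23, adjusted p = 0.00971 from limma), and in TX roots at 2 w, with a log2 change of -0.90 (standard error 0.23, adjusted p = 0.0253 from limma), but both changes were smaller than 1. With a pseudocount of 0.1, which shrinks low values less, these changes were -1.44 and -1.26 and passed both thresholds. They also passed both without replicate 2 of the NN roots at 72 h (-1.07) and without replicate 1 of the TX control roots (-1.04). In turn, the adjusted p from limma rose to 0.0774 in NN at 72 h without replicate 1 at 72 h. In TX at 2 w it rose to 0.114 and 0.0659 without replicates 1 and 2 at 2 w and to 0.165 without replicate 2 of the controls. In NN roots at 2 w the log2 change was -0.67 (standard error 0.23, adjusted p = 0.0588 from limma), and in TX roots at 72 h it was -0.52 (standard error 0.23, adjusted p = 0.102 from limma). The response at 2 w did not differ detectably between the varieties (TX minus NN -0.23, standard error 0.33, adjusted p = 1 from limma).

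**Figure D2:**
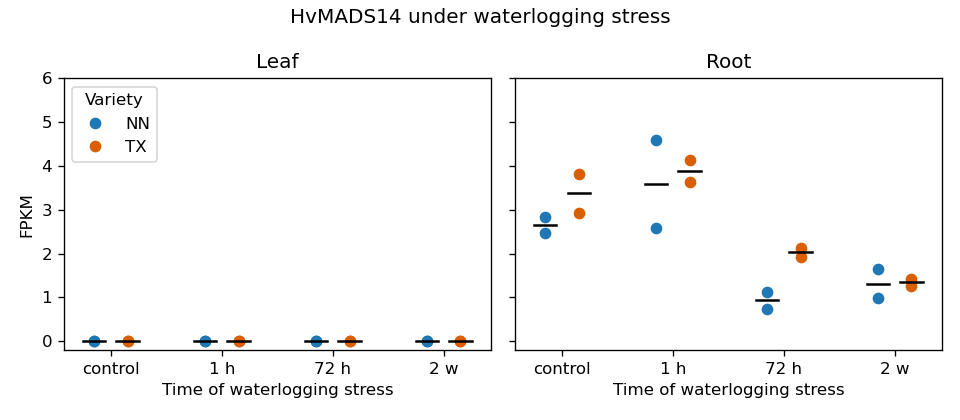
FPKM of HvMADS14 (vertical axis) by time of waterlogging (horizontal axis) in leaves and roots. Each point is 1 library, coloured by variety, and each bar is the mean of the 2 replicates. Root libraries lie between 0.733 and 4.60 FPKM, and the lowest value, 0.733 FPKM, is from NN roots after 72 h.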

## Discussion

### Duplication among type I genes seems to have played major roles in the expansion of MADS-box genes in barley

The annotation of genes has progressed rapidly since the development of plant genome sequencing technology, yet a large percentage of genes remain unclassified. Here, we demonstrated that 83 MADS-box genes in barley were identified, including 46 type I genes and 37 type II genes (**Figure 1**). This number is similar to that of rice, where 75 MADS-box genes were found with 32 type I genes and 43 type II genes (Arora et al., 2007); and to foxtail millet, where 89 MADS-box genes were found with 37 type I genes and 52 type II genes (Lai et al., 2022). Due to the genome’s allohexaploid nature, 300 MADS-box genes were identified in wheat, with 128 type I genes and 172 type II genes (Raza et al., 2022). Kuijer et al. (2021) identified 34 MIKCc MADS-box genes and one pseudogene in barley, while in our study, we identified 33 MIKCc MADS-box genes (**Table 1**; **Figure 1B**). In the former work, 34 MIKCc MADS-box genes were identified by name and BLAST searches, using rice homologues based on *Hordeum vulgare* Morex V1, 2016 and V2, 2019 (Kuijer et al., 2021). In our study, we made a hidden Markov model based on pfam and used this model to search the protein database in the barley genome based on *Hordeum vulgare* Morex V3, 2021. The difference in methods may cause the identification of MIKCc MADS-box genes to be different.

Gene duplication is considered as one of the primary drivers of gene family expansion in plants (Schilling et al., 2018). In this study, we observed the expansion of type I and type II genes in these two lineages (**Figure 1**). There was some disparity in the duplication events between type I and type II genes in barley, rice, and Arabidopsis. For example, duplication events took place with a higher frequency among type I MADS-box genes compared to type II genes in barley and Arabidopsis. Such as *HvMADS54*, *55*, *56*, *and 57* in the Mγ subfamily (**Figure 1A**), which were also in the same class in the HvMADSs cluster (**Figure 2A**), were found as tandem repeat duplications in gene duplication analysis (**Figure 3**). In case of rice, this scenario was reversed, where more type II genes than type I were found in the duplicated segments (**Figure 1**). Gene replication events play pivotal roles in the proliferation of MADS-box genes (Alvarez-Buylla et al., 2000). Our gene duplication analysis showed that 21 of 26 paralogs, including 50 *HvMADS* genes, were tandem duplications (**Figure 3**), suggesting that tandem repeat duplication was the driving force behind the *HvMADS* gene family expansion, which will generate new functionality and enhance the ability of plants to adapt to the environment. Syntenic relationship analysis between barley and Arabidopsis, rice, maize, and wheat (**Figure 4**) showed that *HvMADS* genes had the most syntenic conservation in wheat, and when comparing between barley and wheat, most genes related to more than two orthologous gene pairs, indicating that these genes might be of great significance in MADS family evolution. Altogether, *HvMADS* genes are closer to those in wheat and may evolve from a common ancestor in various plants.

### HvMADSs may interact with plant hormones to defend against abiotic stress

Determining the promoter region features of *HvMADSs* will help us understand the expression patterns of MADS-box genes in barley. A large amount of plant hormone responsive (e.g., abscisic acid, auxin, MeJA, ethylene, and gibberellin) and abiotic stress-responsive (e.g., salt, drought, and hypoxia) cis-elements were found in these promoter regions (**Figure 5**), suggesting that MADS cascade genes are widely involved in regulating the signal transduction network of diverse developmental processes and might have potential functions in stress adaptation and signaling pathways (Zhang et al., 2021). Particularly worth mentioning is that among the stress response elements, 60 *HvMADS* genes, accounting for 72% of the total number of genes, contain ARE response elements (**Figure 5**). ARE response elements are related to anaerobic induction (Dhatterwal et al., 2021), which may imply that most *HvMADS* genes play pivotal roles in waterlogging tolerance networks.

### The possible *HvMADS* genes involved in salt and waterlogging stress

Protein interactions are essential not only for the normal roles that proteins play but also for expanding the functional diversities of proteins (Nobeli et al., 2009). MADS-box genes are widely distributed in a taxonomically broad range of monocot and dicot plant species, and their changes in gene structure, expression, and function have been a major cause of innovations in development during land plant evolution (Theissen et al., 1996; Zahn et al., 2006). MADS-domain transcription factors are key members of regulatory networks underlying multiple developmental pathways and regulatory networks involved in abiotic stress in plants (Ng and Yanofsky, 2001; Hernandez-Hernandez et al., 2007; Callens et al., 2018; Castelan-Munoz et al., 2019). So, it is of great interest and required to exploit fully the potential of MADS-box genes and the protein–protein interaction analysis under abiotic stress for optimizing crop performance. In this study, two barley varieties with contrasting salt and waterlogging tolerance abilities were treated with various treatments. Forty-six HvMADS-box genes were detected in the transcriptome sequencing in response to salt and waterlogging stress, and 16 differentially expressed MADS-box genes were chosen to draw the protein–protein interaction network (**Figures 6**, **7**). So far, Kuang et al. (2019) have found that *HORVU2Hr1G080490.1* (*MADS27*), which was named *HvMADS14* in our study, was upregulated in a salt-sensitive variety but downregulated in a salt-tolerant variety under salt stress in barley. However, in our study, this gene was not detected in the two barley varieties after salt stress (**Figure 6A**). 

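HvMADS14, a type II MADS-box gene that Table 1 of the paper places on chromosome 2H of Morex V3 from 512332014 to 512347171, is HORVU2Hr1G080490 in the expression tables. It was read in all 16 salt experiment root libraries, at 1.19 to 5.34 FPKM, and lay between 0 and 0.0098 FPKM in the 16 leaf libraries. In roots of TX it rose from 1.94 ± 1.05 FPKM (SD, n = 2) in controls to 5.20 ± 0.195 FPKM (SD, n = 2) after 10 d of salt. In roots of NN the values were 2.35 ± 0.376 FPKM (SD, n = 2) in controls and 3.07 ± 0.0397 FPKM (SD, n = 2) after 10 d.
On the log2(FPKM + 1) scale the change in TX roots at 10 d was 1.13 (standard error 0.27, adjusted p = 0.0431 from limma). In NN roots at 10 d the log2 change was 0.29 (standard error 0.27, adjusted p = 0.452 from limma). The difference between the 2 responses, TX minus NN, was 0.84 (standard error 0.38, adjusted p = 0.218 from limma) and did not pass the test, and it rests on the TX controls, being 1.21 without their replicate 1 (adjusted p = 0.0301 from limma) and 0.47 without their replicate 2 (adjusted p = 0.551 from limma). After 1 h and 24 h the log2 changes lay between -0.07 and 0.42 in both varieties, and none passed. Those in TX were 0.78 and 0.80 without replicate 1 of the controls (adjusted p = 0.0625 and 0.0932 from limma) and 0.036 and 0.050 without replicate 2. In controls the gene was lower in leaves than in roots, by a log2 change of -1.74 in NN and -1.50 in TX (adjusted p = 1.66e-07 and 1.34e-06 from limma over both tissues). With a pseudocount of 0.1 these changes were -4.61 and -4.22, since leaf values near 0 let the pseudocount set their size. The call in TX roots was lost without replicate 2 of the TX controls, at a log2 change of 0.75. The call was lost too without replicate 1 of the TX roots at 10 d. There the change was 1.16, no smaller than the 1.13 with all libraries, and the standard error rose from 0.27 to 0.32. The call was also lost with a pseudocount of 0.1 (adjusted p = 0.0561 from limma) and with no filter on low values (adjusted p = 0.0577 from limma).

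**Figure D3:**
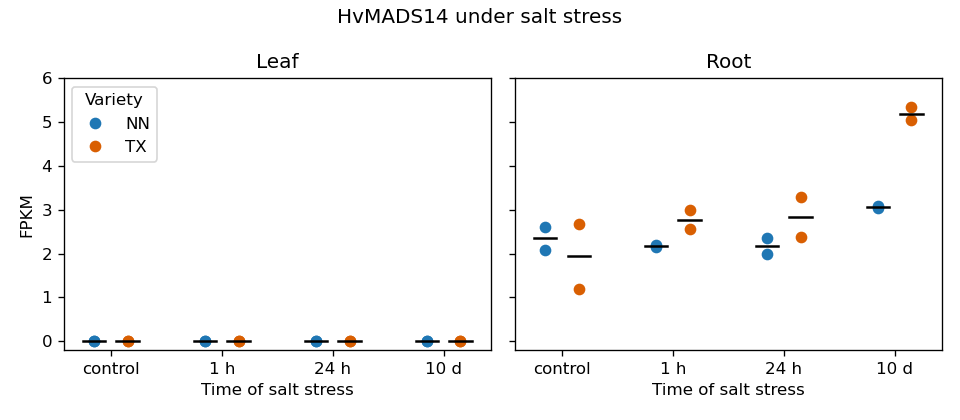
FPKM of HvMADS14 (vertical axis) by time of salt stress (horizontal axis) in leaves and roots. Each point is 1 library, coloured by variety, and each bar is the mean of the 2 replicates. The root libraries lie between 1.19 and 5.34 FPKM, and the leaf libraries lie at or below 0.0098 FPKM.

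By the steps between low values, 1 read of HvMADS14 is worth about 0.00381 FPKM in the reference library. In the TX roots at 10 d, genes otherwise seen in NN alone lay above 0.5 FPKM for 7 of 22 in replicate 1 and 3 of 22 in replicate 2. The root values of both experiments rest on about 197 to 1167 reads each, and the leaf values on at most about 2.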

AGL subfamily members are well known for their regulatory roles in salt stress. For example, the expression of *OsMADS26*, the rice AGL12 ortholog, was enhanced by salt stress (Arora et al., 2007). AGL16 has been shown to be a negative regulator, transcriptionally suppressing key components including stress-responsive transcriptional factors and genes involved in ABA signaling and ion homeostasis in salt stress, and may play a role in balancing stress response with growth (Zhao et al., 2021). It was further demonstrated that AGL16 directly binds to the CArG motifs in the promoter of *HKT1;1*, *HsfA6a*, and *MYB102* and repressed their expression (Zhao et al., 2021). In tomato, an AGL15-like gene, *SlMBP11*, was found to code a stress-responsive transcription factor in the positive modulation of salt-stress tolerance, possibly through an abscisic acid-independent signaling network (Guo et al., 2016). In our study, four and 12 *HvMADS* genes were identified in the AGL12 and AGL16 subfamilies, respectively (**Figure 1B**). *HvMADS13* and *70*, which belong to the AGL 12 subfamily, were strongly induced in the leaf of two varieties after 10 d of salt stress (**Figure 6A**); meanwhile, *HvMADS13* also strongly responded to waterlogging stress in the leaf, especially in waterlogging-tolerant variety (**Figure 6B**), suggesting this gene could play key functions in both salt and waterlogging stress. *HvMADS11* was induced by salt stress (**Figure 6A**) and was predicted to interact with NFYB1 (**Figure 7**). NFYB1 was induced under salt stress in soybean, and overexpressing this gene could improve salt tolerance in Arabidopsis (Li et al., 2016). In the SVP subfamily, *HvMADS35* was highly induced in the roots of two varieties after 2 w of waterlogging stress (**Figure 6B**) and was predicted to interact with the myb-like DNA-binding domain-containing protein (OsJ_18706) (**Figure 7**). It was demonstrated that in rice, the gene coding OsJ_18706 protein was significantly downregulated in coleoptiles under submergence and auxin polar transport inhibitors (Wu and Yang, 2020). We also found HvMADS35 worked with EXPA2 and 7, which may cause loosening and extension of plant cell walls for rapid internodal elongation in deep-water rice during submergence (Lasanthi-Kudahettige et al., 2007; Guo et al., 2016). In general, *HvMADS11*, *13*, *and 35* could be candidate genes for further investigation of abiotic stress in barley. Related MADS genes have been found to respond to waterlogging stress in other species. In *Rhododendron hainanense*, nine members of the MADS-box genes showed different degrees of expression after 3 to 20 d of waterlogging treatment (Huo et al., 2021). In rice, *MADS23* was found in response to waterlogging stress (Pandey and Kim, 2012). A member of the MADS box family (MDP0000212925 and AGAMOUS80) was induced under hypoxic conditions in apples (Cukrov et al., 2016). Four genes coding for the MADS-box protein Vrn1 and its homologs were induced under hypoxic treatment in a wheat–sea wheatgrass amphiploid, which showed superior tolerance to waterlogging (Li et al., 2022). In general, MADS-box genes have significantly contributed to abiotic stress in barley, and understanding the MADS-box proteins’ interaction among the diverse networks they are involved in will help to utilize MADS-box genes efficiently in future breeding efforts.

## Conclusion

The MADS-box gene family is not only a central regulator of plant development but is also involved in mediating plant responses or tolerance to a wide range of abiotic stresses as integrators of environmental cues and endogenous hormones in plant species. This study is a comprehensive and systemic analysis of MADS-box genes in barley, where 83 *HvMADS* genes were identified, and phylogenetic relationships and conserved motif analysis all strongly supported the prediction. We also examined their responses to salt and waterlogging stresses, and the stress-responsive genes were identified, which might be exploited for molecular breeding of barley. Finally, the co-expression regulatory network of 16 MADS-box cascade genes was constructed, and we proposed *HvMADS11*, *13*, and *35* as candidate genes for further exploration of their functions under abiotic stress, which will contribute to a better understanding of the MADS-box signal pathways in barley.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE230751.

## Author contributions

Bioinformatics and data analysis were done by FW and ZZ. Study was conceived by YG, LZ, BG, CL, and JZ. Manuscript was written by FW. Supervision and funding by RX. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Table 1 The MEME motif sequence and width of HvMADSs

Supplementary Table 2 The cis-elements analysis of HvMADS promoters

# Supplementary material for: Genome-wide analysis of the MADS-box gene family involved in salt and waterlogging tolerance in barley (Hordeum vulgare L.)
**Source:** Front Plant Sci. 2023 May 9;14:1178065. doi: 10.3389/fpls.2023.1178065
**Supplement:** Supplementary Table 1 — The MEME motif sequence and width of HvMADSs

**Supplementary table 1** The MEME motif sequence and width of HvMADSs

**Supplementary table 2** The cis-elements analysis of *HvMADS* promoters

How the deposited data were processed for this re-analysis (not part of the article)

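RNA was measured in leaves and roots of 2 barley varieties, NN (sensitive) and TX (tolerant), in separate salt and waterlogging experiments of 32 libraries each. The extraction notes describe oligo(dT) selection and a strand-marking library kit. The authors deposited FPKM, which scale the fragments of a gene by its exon length and by the mapped fragments of the library, in 1 table per experiment. Of the rows, 39734 have HORVU identifiers, 3121 ENSRNA identifiers and 195 others. The submitters' processing notes name HISAT, HISAT2 and featureCounts 1.5.0, and the genome build and annotation are not given in the sources used here. A further 82 columns of values in other sheets of the waterlogging workbook were not used here. The salt and waterlogging tables were treated as normalized apart, and tests were made only within a table.

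Libraries were grouped by variety, tissue and time as the sample labels give them, with 2 replicates per group. The paper states 3. The main test was limma 3.58.1 (R 4.3.3), with a trended empirical Bayes fit on log2(FPKM + 1) per experiment and tissue, 8 group means over 16 libraries and no further scaling, for rows with at least 0.5 FPKM in at least 2 libraries of the fit. There were 24 contrasts against control and 4 contrasts of the late response between varieties, TX minus NN. Leaf and root controls were compared in a fit over both tissues of an experiment. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change beyond 1 in either direction. The paper prints the thresholds of a log2 change beyond 1 and a p under 0.5.

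The fit was tested on simulated data with 200 changed genes per fit at the real spread. The changed genes were drawn from those with a mean above 2 on the log2(FPKM + 1) scale. No other gene changed, and the noise was independent between genes, so no library differed as a whole. The shares recovered and the calls among unchanged genes may therefore differ in the real data and for lower genes. In NN leaves at 10 d of salt, with 18742 genes in that step, 60% of genes changed by 1.5 on the log2 scale and 98% of those changed by 3 were recovered. In NN roots at 10 d of salt (21492 genes) the shares were 42% and 77%, in NN leaves at 2 w of waterlogging (20640 genes) 16% and 65%, and in NN roots at 2 w of waterlogging (20956 genes) 57% and 93%. Calls among unchanged genes numbered 2 to 5 per fit.

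FPKM hold no totals. Relative depth was taken from the most common ratio between low values of 2 libraries, which marks 1 read against 1 read, and was 0.201 to 1.06 of that of the reference library. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, median-ratio scaling over genes above 1 FPKM in every library of the fit, the replicate number as a block, and leaving out each replicate in turn. For the last, a contrast was refitted only without each library of its own groups. The other 3 alternatives, on ENSRNA rows and on leaf libraries in doubt, were chosen after seeing the data.

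Of the identifiers in the tables, 0 were found in the RefSeq gene table of barley used here, and the files do not pair them with names. HvMADS14 was taken as HORVU2Hr1G080490 because the paper's text gives this pairing. The rule for named genes, fixed before the data were examined, took every HvMADS gene that the paper names for its expression or network and, per stress and tissue at the last time, the genes called in both varieties with the largest smaller log2 change. Without names it was narrowed, after the quality of the replicates was seen, to 1 identifier each way in salt leaves and in waterlogging roots. The counts over the 83 HvMADS genes, their levels in controls and the tests of gene lists need such pairings and were not run. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.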

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

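The tests of the patterns in this part were all chosen after the patterns were seen, while the contrasts between varieties were set before the data were examined.

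The late response differed between varieties, as TX minus NN in limma, for 406 genes in salt leaves at 10 d, of which 182 were more positive in TX (44.8%, but 61.3% of the genes called with median-ratio scaling), for 311 genes in salt roots at 10 d, and for 25 genes in waterlogging roots at 2 w. In waterlogging leaves at 2 w the count was 0. There 463 genes had an unadjusted p under 0.05 in limma, fewer than chance alone would give among the 21378 tested. With a pseudocount of 0.1 the count was 233 in salt leaves and 0 in waterlogging roots. In these roots 1030 genes then had an unadjusted p under 0.05 in limma, fewer than chance alone would give among the 22022 tested. With median-ratio scaling the count was 194 in salt roots. In the salt roots at 10 d, 12 of 30 TX-only genes lay above 0.5 FPKM in replicate 2 of NN and 7 and 3 of 22 NN-only genes in replicates 1 and 2 of TX, and the replicates correlated at 0.839 in TX at 10 d and 0.866 in the TX controls. The counts also depend on single libraries. In salt leaves the count was 705 and 131 without replicates 1 and 2 of NN at 10 d, 72 and 128 without those of the NN controls, 113 and 188 without those of TX at 10 d, and 1444 without replicate 2 of the TX controls. In salt roots it was 14 and 12 without replicates 1 and 2 of NN at 10 d, 16 and 27 without those of the NN controls, 128 and 6149 without those of TX at 10 d, and 4800 and 45 without those of the TX controls. In waterlogging roots it was 11 without replicate 2 of NN at 2 w, 38 and 41 without replicates 1 and 2 of the NN controls, 39 without replicate 1 of TX at 2 w, and 52 and 12 without those of the TX controls. In waterlogging leaves it was 5 and 11 without replicates 1 and 2 of NN at 2 w.

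A set of 64 genes, each under 0.5 FPKM in all salt libraries and all waterlogging roots, reached at least 10 FPKM in some waterlogging leaf library, and 51 of them were at 1 FPKM or more in replicate 2 of NN leaves at 72 h. The waterlogging treatment as the whole cause is argued against by the NN controls, with 37 genes at that level in replicate 1 and 9 in replicate 2, and by NN at 1 h, with 43 and 7. In TX, 50 and 48 genes were at that level at 1 h against 5 and 13 in the controls, but 8 and 14 at 2 w. A part for the treatment therefore stays open. Over 50% of the set was at that level in 7 of the 16 leaf libraries, and by this limit the replicates fell on different sides in 5 of the 8 groups, but 3 of these were less sharply split, with 22 and 51 in NN at 72 h, 35 and 28 in NN at 2 w and 41 and 30 in TX at 72 h. A high share of ENSRNA rows stays open: Spearman's rho with the number of genes at 1 FPKM was 0.43 (permutation p = 0.0944) and Pearson's r 0.20 (permutation p = 0.489), or 0.44 without the 2 libraries farthest from the median share. Another organ or stage of growth sampled with some leaves was not tested, since the files name no genes.

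Replicate 1 of NN leaves after 1 h of salt held genes otherwise seen in TX, at a mean of 1.52 FPKM over 30 genes chosen in waterlogging roots. Of 21 genes seen in TX leaves and in no NN leaf outside this group, 12 were above 0.1 FPKM in that library, with a median of 18.1% of their level in TX leaves at 1 h, and 0 were in replicate 2. A response of NN to 1 h of salt is argued against by replicate 2, where the median was 0%. TX leaf material or reads in that library stays open, because the shares of single genes ran from 0% to 34.8% over the middle 50% of the genes. Without this library, 360 genes were called in NN leaves at 1 h in place of 915, but the count was also 1494 without replicate 2 and 120 and 60 without replicates 1 and 2 of the controls. NN roots at 10 d of salt, where replicate 2 held 12 of the 30 genes above 0.5 FPKM, were not weighed.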

How the results depend on the processing

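The counts made minus leaf libraries in doubt and those on HORVU rows were chosen after seeing the data. All counts on HORVU rows with equal totals stayed within 1.5 times. With 2 replicates per group, leaving out 1 leaves a lone library that is assumed to vary like the other groups, and causes were not tested. Each contrast was refitted only without libraries of its own groups. Libraries of other groups share its spread, so its range does not bound what leaving those out would give. The HvMADS counts, the levels in controls and the paper's thresholds for HvMADS genes other than HvMADS14, adjustment over the list alone, and the list tests with an estimated correlation were not run, for lack of names. HvMADS14 had at most about 2 reads in any leaf library, and its changes within leaves were not tested.

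With a pseudocount of 0.1 the TX minus NN count was 233 in salt leaves and 0 in waterlogging roots. In the latter 1030 of 22022 genes had an unadjusted p under 0.05 in limma, fewer than chance alone would give. Salt roots then gave 1 in NN at 1 h, 8 in NN at 24 h and 108 in TX at 24 h, waterlogging leaves 6 in TX at 2 w, and waterlogging roots 3702 in NN at 2 w. HvMADS14 was at 1.48 in salt TX roots at 10 d, no longer past the threshold, and at -1.44 in NN roots at 72 h and -1.26 in TX roots at 2 w, now past it. With no filter, salt roots gave 23 in NN at 24 h and 206 in TX at 1 h, the TX minus NN count in waterlogging leaves was 3, and HvMADS14 in salt TX roots at 10 d (1.13) was no longer past the threshold. With median-ratio scaling, salt roots gave 7 in NN at 1 h and a TX minus NN count of 194, and waterlogging NN leaves 62 at 1 h and 67 at 2 w. The scaling factors shifted log2 FPKM between the groups compared by up to 0.53 (salt TX leaves at 24 h), and on log2(FPKM + 1) low genes moved less. These factors come only from genes above 1 FPKM in every library of the fit. The scaling moved the share of higher calls from 26.4% to 61.9% and from 26.4% to 66.1% in salt NN and TX leaves at 1 h, from 27.7% to 67.5% in TX leaves at 24 h, from 44.8% to 61.3% for TX minus NN in salt leaves, from 41.7% to 28.6% and from 45.6% to 57.3% in salt NN and TX roots at 1 h, from 44.3% to 65.7% and from 65.9% to 81.1% in waterlogging NN and TX leaves at 2 w, and from 38.1% to 70.1% and from 50.5% to 72.5% in waterlogging NN and TX roots at 2 w.

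Replicate numbers were not taken to pair the libraries: of 28 pairs of groups per fit, deviations correlated above 0.1 in 4, 10, 11 and 13. The correlations ran from -0.68 to 0.64. The paper states that both varieties shared a pot, and a pairing of NN with TX at the same time was not tested apart, so it stays open. With the replicate number as a block, counts were 20 in salt NN roots at 24 h, 632 for TX minus NN in salt roots, and 96 in NN at 1 h, 76 in NN at 2 w and 24 in TX at 2 w in waterlogging leaves. No call on HvMADS14 changed.

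Minus the 3 waterlogging leaf libraries richest in ENSRNA rows, leaf counts were 16, 9 and 53 in NN and 86, 18 and 1 in TX at 1 h, 72 h and 2 w, and 1 for TX minus NN. Minus the libraries that carry the 64-gene set, limma called 0 in NN at 1 h, 72 h and 2 w and 0 in TX at 72 h and 2 w, with 1773 to 3401 genes at an unadjusted p under 0.05, and TX at 1 h had no library left. That fit holds 9 libraries in 7 groups and so 2 residual degrees of freedom, and its counts of 0 do not show that nothing changed or that the calls came from the libraries left out.

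Leaving out 1 library gave 60 to 1494, 482 to 671 and 4526 to 5659 genes in salt NN leaves at 1 h, 24 h and 10 d, and 1285 to 3122, 2547 to 4791 and 2228 to 4202 in TX. In salt roots it gave 3 to 23, 4 to 9 and 2122 to 2365 in NN, and 21 to 3768, 15 to 1639 and 571 to 4304 in TX. In waterlogging leaves it gave 0 to 139, 37 to 79 and 0 to 226 in NN at 1 h, 72 h and 2 w, and 1 to 85, 54 to 182 and 1 to 115 in TX. In waterlogging roots it gave 1802 to 4088, 4435 to 5299 and 1050 to 3049 in NN, and 2944 to 4036, 4203 to 5281 and 597 to 3948 in TX. For TX minus NN it gave 72 to 1444 and 12 to 6149 in salt leaves and roots, and 0 to 11 and 11 to 52 in waterlogging leaves and roots. With all libraries the count was above the whole range in salt NN leaves at 24 h (1255). The same held for salt NN roots at 24 h (35) and 10 d (5191). In waterlogging leaves it held at 1 h (159 in NN and 153 in TX) and 72 h (163 and 345). The other ranges hold the count from all libraries. The log2 change of HvMADS14 ranged from 0.75 to 1.50 in salt TX roots at 10 d, from 0.47 to 1.21 for TX minus NN in salt roots, from -1.07 to -0.77 in waterlogged NN roots at 72 h and from -1.04 to -0.75 in waterlogged TX roots at 2 w. TX minus NN in salt roots passed (1.21) without replicate 1 of the TX controls. Changes near 0 turned sign in salt NN roots at 1 h (-0.18 to 0.0458) and 24 h (-0.19 to 0.0409, and 0.0134 without replicate 1 at 24 h) and in waterlogged NN roots at 1 h (-0.0204 to 0.62). The 4 other identifiers named kept their calls and directions under every alternative run on them. They had been picked for the largest changes called in these same fits, so this says little about other genes.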

Differences from the paper's values

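The paper states that HvMADS14 was not detected in either variety after salt stress and draws no row for it in Fig. 6A. In the deposited salt values HvMADS14 lay at 1.19 to 5.34 FPKM in all 16 root libraries and at 0 to 0.0098 FPKM in all 16 leaf libraries. In waterlogged roots the values of HvMADS14 on the log2(FPKM + 1) scale did not differ from those read by eye from Fig. 6B by both more than the replicate SD and more than 1.5 times in any of the 8 groups. With a pseudocount of 0.1 they differed by both in NN at 72 h and 2 w and in TX at 2 w.

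Fig. 7 draws HvMADS14 among the genes that responded to waterlogging. In limma it passed the adjusted p threshold in NN roots at 72 h and TX roots at 2 w with changes of -0.92 and -0.90, short of 1. With a pseudocount of 0.1, set before the data were examined, both passed both thresholds, as did NN at 72 h without its replicate 2 (-1.07) and TX at 2 w without replicate 1 of the controls (-1.04), and neither passed both with no filter on low values, median-ratio scaling or a replicate block. At the thresholds the paper prints, a log2 change beyond 1 and a p under 0.5, the outcome for waterlogged roots depends on the scale. On log2(FPKM + 1) none of their groups passed against control in limma, while with a pseudocount of 0.1 NN at 72 h (-1.44) and TX at 2 w (-1.26) did. The legend of Fig. 6 names log2(FPKM), though HvMADS14 in Fig. 6B lay close to log2(FPKM + 1), at a root mean square difference of 0.0405. With no pseudocount, the log2 ratio of the mean FPKM to that of the controls was -1.51 in NN at 72 h, -1.01 in NN at 2 w and -1.33 in TX at 2 w. This ratio was chosen after the results were seen and is given without a test. It holds no scaling between libraries. With median-ratio scaling the log2(FPKM + 1) changes were -0.82, -0.44 and -0.74 in the same order. Without that scaling they were -0.92, -0.67 and -0.90. Salt TX roots at 10 d passed in limma on log2(FPKM + 1).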

Other observations

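The tests of names in Fig. 6 in this part, and the limits that count a row as matched, were chosen after the matches were seen, except the test with shuffled columns. The identifiers named here come from tissues chosen after the likeness of replicates was seen.

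In leaves after 10 d of salt, limma called 5495 genes in NN, 3027 of them higher, and 3162 in TX, 1613 of them higher. The varieties shared 1320 of the higher genes, where 247 would be shared by independent lists, and 1086 of the lower ones, where 193 would be, and 4 genes went opposite ways. Both lists come from 1 fit against controls labelled 0 h, so the sharing holds the age of the plants as well as the salt. HORVU6Hr1G084070 went from 0.717 ± 0.681 to 2066 ± 146 FPKM (SD, n = 2) in NN and from 1.09 ± 0.0444 to 1389 ± 16.5 FPKM (SD, n = 2) in TX, with log2 changes of 10.29 and 9.38 (adjusted p = 9.72e-09 and 4.03e-08 from limma). HORVU6Hr1G057240 fell by log2 changes of -6.10 and -5.33 (adjusted p = 6.69e-06 and 4.56e-05 from limma), and the change in TX was -4.32 and -6.34 without replicates 1 and 2 of the controls.

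After 1 h of waterlogging 3497 genes were called in NN roots and 4019 in TX roots against the controls labelled 0 h. The counts were largest at 72 h, with 5151 in NN and 5024 in TX. No untreated roots of these times were used here, so the calls hold the time of sampling as well as the waterlogging. At 72 h the varieties shared 1316 higher genes against 164 for independent lists and 2129 lower genes against 448. These lists too come from 1 fit against controls labelled 0 h. The NN count at 1 h was 1802 without replicate 2 at 1 h and 2314 without replicate 2 of the controls. At 2 w HORVU2Hr1G104100 was higher by log2 changes of 7.61 in NN and 8.72 in TX (adjusted p = 0.00132 and 0.00115 from limma), and HORVU3Hr1G112020 changed by -5.68 and -5.25 (adjusted p = 0.000694 and 0.00166 from limma). Their sizes depend on single control libraries: without replicates 1 and 2 of the controls HORVU2Hr1G104100 was at 9.31 and 5.91 in NN, and HORVU3Hr1G112020 at -6.27 and -5.10 in NN and at -6.57 and -3.93 in TX. Salt roots gave 12 and 35 genes in NN and 401 and 182 in TX at 1 h and 24 h, and 5191 in NN and 786 in TX at 10 d. Left-out libraries moved these counts widely: to 3 to 23 and 4 to 9 in NN and 21 to 3768 and 15 to 1639 in TX at 1 h and 24 h. The NN count at 10 d was 2359 and 2365 without replicates 1 and 2 at 10 d and 2338 and 2122 without those of the controls. The TX count at 10 d was 4304 without replicate 2 of the TX roots at 10 d, 1468 and 1540 without replicates 1 and 2 of their controls, and 571 without replicate 1 at 10 d.

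A hypothesis on Fig. 6 is that its panels give different names to the same genes. The colours of each row were read from the picture and compared, as log2(FPKM + 1), with every row of the deposited tables. A row was taken as matched at a root mean square difference under 0.15, with the next best row at least 2 times as far. By this, 14 of the 21 rows of Fig. 6A and 21 of the 25 rows of Fig. 6B matched a row. With their columns shuffled, 0.87% of 920 rows matched, so colours in random order seldom match a row. Shuffling mixes leaf and root columns, so it cannot show how often a row matches a different gene of like profile. Of the 16 names in both panels, 10 were matched in both, and all 10 pointed to different rows. In the other direction, 13 rows were drawn in both panels, each under different names: HvMADS70 of Fig. 6A matched the same row as HvMADS11 of Fig. 6B, HvMADS13 of Fig. 6A the same as HvMADS35 of Fig. 6B, and HvMADS64 of Fig. 6A the same as HvMADS67 of Fig. 6B. The chromosome in the identifier was that of Table 1 for 20 of 20 matched names of Fig. 6B and for 1 of 13 of Fig. 6A. The HvMADS14 row differed by 0.0405 from its row in Fig. 6B and by at least 0.537 from every row of Fig. 6A. These matches rest on a picture, so no values are given for the other names, and whether the names of Fig. 6A come from another numbering was not tested.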
